A study of Homo sapiens with 4 samples. Its data were reported in "Chromatin-associated APC regulates gene expression in collaboration with canonical WNT signaling and AP-1" (2018).

How the data were processed

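Chromatin from HCT-116 cells was immunoprecipitated with a polyclonal antibody raised against the last 50 residues at the C terminus of APC and sequenced, together with the matching pre-cleared input chromatin. Per the labels, there were 2 biological replicates of each, described as independent, and cells were fixed 24 h after seeding with 1% formaldehyde for 10 min. According to the methods of the study, the replicates were made several months apart, so replicate and date of preparation were the same split. Reads were single-end. The authors aligned them to hg19 with BWA and called peaks with MACS2 in each replicate against its own input, without pooling the replicates. The versions of BWA and MACS2 were not given in the sources used here. The authors then adjusted the peak score threshold so that peaks at AXIN2, DKK1 and MYC were kept, which means that these loci were not independent evidence in any comparison. They annotated peaks with RefGene, and the tool used for that step was not given in the sources used here.

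The deposited files were a peak list for each ChIP replicate and a table that gave, for each replicate 1 peak, the distance from its centre to the nearest replicate 2 centre. Positions, peak widths and distances were deposited by the authors in bp on hg19. The column that the authors named as a score held the end minus the start plus 2 in all 6263 replicate 1 rows and all 8393 replicate 2 rows. It was therefore read as the width of the peak. The lists as deposited held no p-value, fold enrichment, summit or read count. Sequencing depth was for this reason unknown, and no value of the input libraries was analysed here. Background enters the lists only through the peak calling of the authors. Width rank replaced p rank wherever a ranking had been fixed in advance, a substitution that was decided once the content of the lists was known. Width depends on depth and on the threshold as well as on enrichment.

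A replicate 1 peak was called shared when a replicate 2 peak centre lay under 400 bp away, and replicate 2 peaks were treated likewise. The methods of the study name summits, but the table that the authors deposited gave distances between centres, and centres were used here. The number shared was compared with 1000 random circular shifts of the replicate 2 centres along each chromosome (one-sided permutation test). A second null moved each centre by 5 to 50 kb. Widths of shared regions were compared by Pearson's r on log10 widths and Spearman's rho with 100000 permutations. Regions are not independent replicates. Shares near a transcription start site (TSS) used the deposited distance, with exact Clopper-Pearson 95% intervals that cover counting error only. Differences in shares were tested with Fisher's exact test, two-sided, and median widths with a two-sided permutation test of 100000 resamples. The top 500 regions were those with the lowest mean width rank over both replicates. Peaks that the annotation placed in a satellite repeat were counted separately.

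Gene names in the lists were matched to current symbols and synonyms of RefSeq genes. The background held the protein-coding genes found both there and in GENCODE 44, which also gave the TSS positions for random regions. GENCODE 44 was used on the GRCh37 assembly, the same build as the lists, and no peak extended beyond the end of a chromosome. Gene names that a spreadsheet had turned into dates in 9 replicate 2 rows were restored from the gene descriptions in the same rows. Of 5028 protein-coding names in the lists, 4918 (97.8%) were found in the background of 19101 protein-coding genes. Each gene list was compared with that background by Fisher's exact test, two-sided, and adjusted by the Benjamini-Hochberg method over the 17 lists. A second test placed the shared regions at random 1000 times and assigned each to the nearest protein-coding TSS, because genes with long surroundings collect more regions. The lists were control loci, candidates of the study, high-confidence genes of the study, WNT targets, WNT pathway components, the AP-1 family, MAPK feedback genes, YAP/TEAD targets, adhesion and cytoskeleton genes, colon epithelium genes, ribosomal proteins, replication histones, markers of neurons, hepatocytes, immune cells and fibroblasts, and olfactory receptors. The first 3 lists came from the study, and the candidates and high-confidence genes were chosen by it on these samples.

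Motif consensus sequences (AP-1 TGASTCA, TCF7L2 WWCAAAG, SP1 KGGGCGGRRY, USF CACGTG, NRF1 GCGCRYGCGC and EGR1 GCGKGGGCG) were searched on both strands of the hg19 sequence of each shared region. Windows of the same width 5 kb to each side served as control, with Fisher's exact test, two-sided, and Benjamini-Hochberg adjustment over the 6 motifs. Genes were named by a rule fixed before the data were examined. It took all control loci and candidates of the study, the 12 strongest shared regions, the 8 genes with the most shared regions, 2 to 4 members of each other list with the strongest regions and the 4 strongest peaks found in 1 replicate only. Strength was read as width here.

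Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The shared call with its shifts, the motif search, the sequence shuffle and the gene list test were tested on simulated data, and the other tests were not. With 3000 of 6000 peaks planted as shared, 3006 were found, and with 0 planted, 15 were found (permutation p = 0.0796). The motif search found 1000 of 1000 planted matches for each motif. Of 600 simulated lists with an odds ratio of 5, 467 (77.8%) passed the adjusted threshold of 0.05, against 12 (0.429%) of 2800 lists without an effect. Alternatives covered the distance that counts as shared, interval overlap, the wider 50% of each list, equal list lengths, removal of satellites, other TSS distances and sizes of the top group, single replicates, a central 200 bp window, control windows chosen within 25 kb for the closest GC content and shuffled sequences. Alternatives that needed a p-value or a fold enrichment were not run.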

Results

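ChIP-seq was used to map DNA associated with APC in HCT-116, an established human colon cancer cell line. APC is a tumor suppressor best known for its part in the cytoplasmic complex that marks β-catenin for degradation, and the experiment addressed where APC associates with chromatin. APC is intact in this line, and WNT signaling is switched on by mutant β-catenin. The samples formed 2 groups, APC ChIP and input, with 2 biological replicates in each. Replicate 1 gave 6263 peaks with a median width of 371 bp, and replicate 2 gave 8393 peaks with a median width of 532 bp. These covered 2.58 Mb and 4.92 Mb. The files held no read counts, so the depth of the libraries was unknown. With 2 ChIP libraries, p-values describe the spread over regions and not between cultures, and regions or genes are not independent replicates.

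Most replicate 1 regions were found again in replicate 2. Of the 6263 replicate 1 peaks, 3984 (63.6%) were shared, and of the 8393 replicate 2 peaks, 3819 (45.5%) were shared. The widest shared regions included one 2274 bp from the TSS of MIR21, which encodes an oncogenic microRNA (chromosome 17, 57919834 to 57921968, hg19, intergenic), and one in intron 1 of CCAT1, a long non-coding RNA named for its abundance in colon cancer (chromosome 8, 128227038 to 128228347). Another was assigned to ABHD10 by its nearest TSS but lay in intron 6 of PHLDB2 (chromosome 3, 111641894 to 111643469). The other regions among the widest 12 were assigned to FAM231A, SNORA76C, ARHGDIA, LOC100506860, MIR3918, PLEKHG4B, AQPEP, CROCCP3 and LINC00293. The LINC00293 region lay in a satellite repeat, and the PLEKHG4B region lay at the start of chromosome 5 (9999 to 11803).

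Circular shifts of the replicate 2 centres gave a mean of 15.1 shared replicate 1 peaks (SD 4.19), so the observed number was 264-fold above chance (permutation p = 0.001, the smallest that 1000 shifts can give). With shifts of 5 to 50 kb, a null chosen after the data were seen, the mean was 104 and the excess 38.1-fold. With each list kept to the wider 50% of its peaks, 2157 of 3133 replicate 1 peaks were shared. The authors' deposited table gave a centre distance of up to 400 bp for 3985 of 6263 replicate 1 peaks. Of its distances, 6 differed from the recomputed ones by more than 2 bp.

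Shared peaks were wider than peaks found in 1 replicate. In replicate 1, the median width was 432.5 bp for shared and 238 bp for unshared peaks, and in replicate 2 the medians were 644 and 432 bp (permutation p = 1e-05 in each, the smallest possible). The share of replicate 1 peaks that were shared increased from 27.9% among the narrowest (61 to 197 bp) to 83.2% among the widest (559 to 7858 bp) of 5 groups of equal size, and in replicate 2 from 9.29% to 75.9%. Across the 3984 shared regions, widths in the replicates were correlated (Pearson's r = 0.491, Spearman's rho = 0.503, permutation p = 1e-05 for both, the smallest possible). Shared regions were wider in replicate 2 in 90.4% of cases, with a median ratio of 1.51.

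**Figure D1:**
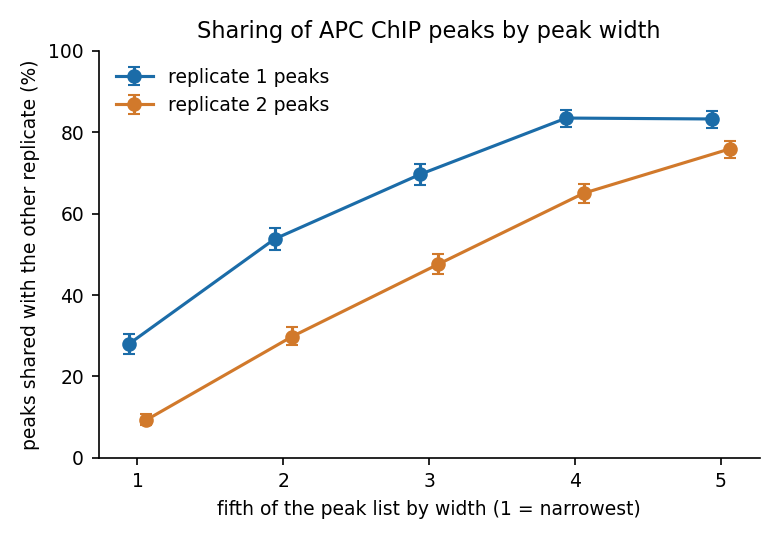
Percent of APC ChIP peaks shared with the other replicate (y axis) in 5 groups of equal size ordered by width (x axis, 1 is the narrowest), for replicate 1 and replicate 2, with exact 95% intervals as bars. The share increased from 27.9% to 83.2% in replicate 1 and from 9.29% to 75.9% in replicate 2.

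The 4 widest unshared peaks of each replicate lay in satellite repeats. In replicate 1 these were assigned to ZXDA, ACTR3BP2, MTRNR2L1 and GUSBP4, and in replicate 2 to ANKRD26P1 (3 peaks) and POTEA. A replicate 1 centre lay 772 bp from the centre of an ANKRD26P1 peak 10098 bp wide, and so inside it. The same held for the POTEA peak (1085 bp, in a peak 5635 bp wide). The 400 bp rule thus counted some wide satellite peaks as unshared although both replicates had a peak there. In replicate 1, 219 peaks lay in satellites and 5.02% of them were shared (95% CI 2.53 to 8.81), against 65.7% of the other 6044 peaks. In replicate 2, 481 peaks lay in satellites and 2.49% were shared (95% CI 1.3 to 4.32), against 48.1% of the other 7912 peaks.

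Known targets of chromatin-associated APC were examined next. AXIN2, a WNT-induced feedback inhibitor, had 2 shared regions. The wider lay in intron 2 (chromosome 17, 63553309 to 63553960), and the other covered the promoter (63557821 to 63558505) with its centre 423 bp upstream of the TSS. Other AXIN2 peaks were not shared, among them the replicate 1 peaks in intron 1 (63556574 to 63556887 and 63556946 to 63557333). DKK1, which encodes a secreted WNT antagonist, had a shared intergenic region (chromosome 10, 54078624 to 54079353) 4947 bp from its TSS. A replicate 2 peak over the DKK1 promoter (54073581 to 54074380) was also shared, but its replicate 1 partner was assigned to another gene. At MYC, peaks downstream of the coding region overlapped (chromosome 8, 128753856 to 128754960 in replicate 1 and 128753858 to 128755779 in replicate 2), but their centres were 410.5 bp apart and they were not counted as shared. A replicate 2 peak in the 5' UTR of MYC (128748206 to 128748901) had no replicate 1 peak nearby. With an overlap of 1 bp or a distance of 1000 bp, MYC had 2 shared regions. No peak was assigned to SP5 in either replicate. The count of 2 of 4 control loci had an adjusted p of 0.114 (Fisher's exact test), and with an overlap of 1 bp, added after the data were seen, the adjusted p was 0.00939. The calling threshold had been set to keep 3 of these loci.

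All 10 candidate genes of the study had a shared region assigned by nearest TSS. FAT1, a protocadherin gene, had 12, of which the widest was intergenic (chromosome 4, 187853243 to 187854488). PHLDB2, which encodes a protein of the cell cortex, had 7 assigned to it, all in introns, with the widest of these in intron 2 (chromosome 3, 111566795 to 111567703). The wider region in its intron 6 was the one assigned to ABHD10. TSPAN5, a tetraspanin gene, had 4, with the widest in intron 1 (chromosome 4, 99544194 to 99544815). The retinoic acid-induced gene GPRC5A had 3, with the widest upstream of the gene (chromosome 12, 13036294 to 13036724) and the nearest in the 5' UTR. KDM6B, a histone H3 lysine 27 demethylase gene, had 2 upstream of its TSS, the widest at chromosome 17, 7739956 to 7740553. MALL had 2, the widest in intron 1 (chromosome 2, 110863388 to 110864475), and TOM1L2 had 2, the widest in intron 1 (chromosome 17, 17826068 to 17826512). ANGPT2, which encodes an angiopoietin, had 1 upstream of its TSS, in intron 12 of another transcript (chromosome 8, 6434246 to 6434697), while its peaks in intron 1 (6417161 to 6417579 in replicate 1 and 6405038 to 6405503 in replicate 2) were not shared. MACROD1 had 1 at its promoter (chromosome 11, 63933604 to 63933910), and NCL, the gene of the nucleolar protein nucleolin, had 1 in intron 1 (chromosome 2, 232328262 to 232328654). Of the 25 high-confidence genes of the study, 24 had a shared region, MSX1 being the exception with 1 unshared peak in each replicate. Both lists were chosen by the study on these samples and are not independent evidence of enrichment. The adjusted p-values were 1.63e-09 for the candidates and 8.92e-21 for the high-confidence genes (Fisher's exact test). NCL had 0 shared regions with a limit of 200 bp and MALL had 0 with a limit of 100 bp, while the other 8 candidates kept at least 1. Some regions of FAT1, GPRC5A, PHLDB2 and TSPAN5 were lost as well.

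Shared regions fell into promoter and distant groups. Of the 3984 shared regions, 37% lay up to 1 kb from a TSS, 7.33% at 1 to 5 kb, 29.3% at 5 to 50 kb and 26.3% farther away. The annotation placed 30.5% in promoters, 31.3% in introns (11.0% in first introns) and 31.0% between genes. In all, 44.4% lay within 5 kb of a TSS (95% CI 42.8 to 45.9). The share was 45.2% for all replicate 1 peaks and 37.7% for all replicate 2 peaks (odds ratio 1.36, Fisher's exact p = 1.16e-19). Shared regions lay near a TSS more often than peaks of replicate 2 alone (44.4% against 32.1%, odds ratio 1.69, Fisher's exact p = 3.22e-31), and the difference from peaks of replicate 1 alone did not pass the threshold (44.4% against 46.6%, p = 0.0964). Without satellites this last difference passed (44.5% against 51.2%, exact p = 7.62e-07), and in the wider 50% of each list the difference between replicates was lost (p = 0.738), as was that from peaks of replicate 2 alone (p = 0.259).

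The widest regions lay farther from genes. Of the top 500 shared regions by width, 27.4% lay within 5 kb of a TSS, against 46.8% of the other 3484 (odds ratio 0.429, 95% CI 0.346 to 0.530, Fisher's exact p = 1.03e-16). Promoters held 17.2% of the top 500 and 32.5% of the rest (exact p = 5.25e-13). Intergenic DNA held 44.4% and 29.1% (exact p = 1.86e-11). The share in introns was 33.6% and 31.0%, a difference that did not pass the threshold (exact p = 0.236) but did so for the top 1000 (35.1% against 30.0%, p = 0.00312).

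A shared region was assigned to 2736 genes, of which 2189 were among the 19101 protein-coding genes of the background. Regions assigned to non-coding genes made up 21.0%. Ribosomal protein genes were the largest group with an excess by Fisher's exact test, with 44 of 92 members carrying a shared region (odds ratio 7.21, 95% CI 4.66 to 11.1, adjusted p = 3.26e-17). Regions at promoters included those of RPL13 (chromosome 16, 89626696 to 89627387), RPL32 (chromosome 3, 12882770 to 12883402), RPS9 and RPL18, and 43 members had a region within 10 kb of the TSS. Replication-dependent histone genes, which lie in dense clusters and are not independent of each other, had 14 of 63 (odds ratio 2.22, exact test, adjusted p = 0.0282), among them HIST2H4B, HIST2H2AC, HIST1H2AJ and HIST2H3C. Input was the only control, with no ChIP by another antibody and none from cells depleted of APC. Background of the ChIP that recurs in both replicates was therefore not tested for these or other shared regions. MAPK feedback genes had 11 of 23 (odds ratio 7.11, 95% CI 2.84 to 17.6, exact test, adjusted p = 5.38e-05). With random regions as the expectation, the call was lost (1.75-fold, permutation test, adjusted p = 0.0623). MAPK feedback genes with a region included IER3, an immediate early gene (chromosome 6, 30736873 to 30737889), IER2 and the phosphatase gene DUSP7 with a region at its promoter. The EGF receptor ligand gene AREG had 12 regions, the nearest 69546 bp from its TSS.

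WNT targets had 9 of 25 (odds ratio 4.36, 95% CI 1.70 to 10.5, exact test, adjusted p = 0.00299). The list held all 4 control loci, and without them, a test chosen after the data were seen, it had 7 of 21 (odds ratio 3.87, adjusted exact p = 0.0148). RNF43, which encodes a ubiquitin ligase that removes WNT receptors, had 6 regions, the widest in intron 2 (chromosome 17, 56465051 to 56465780). TCF7L2, the gene of a β-catenin partner, had 4, the widest in intron 5 (chromosome 10, 114853215 to 114853924). SOX9, a transcription factor gene of crypt stem cells, had 2, the widest 218298 bp from its TSS (chromosome 17, 70335032 to 70335887) and the nearest 30676 bp away. YAP/TEAD targets had 8 of 20 (odds ratio 5.17, exact test, adjusted p = 0.00294), among them AXL, TEAD1 with 5 regions, PTPN14 and F3. Adhesion and cytoskeleton genes had 9 of 30 (odds ratio 3.32, exact test, adjusted p = 0.0108), among them the integrin genes ITGB4, ITGB5 and ITGA2 and the tight junction gene TJP1. When random regions assigned to the nearest protein-coding TSS set the expectation, the calls were lost for MAPK feedback genes (1.75-fold, permutation test, adjusted p = 0.0623), WNT targets (1.42-fold, 0.177), YAP/TEAD targets (1.56-fold, 0.198) and adhesion genes (1.85-fold, 0.106). Olfactory receptors, which are silent in most tissues, had fewer than the background, with 5 of 380 (odds ratio 0.101, exact test, adjusted p = 1.49e-13), among them OR1M1, OR10V1, OR51B5 and OR13H1.

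The other lists did not pass the threshold of the exact test. WNT pathway components had 3 of 30 (TLE3, BCL9L and LRP6, adjusted exact p = 1), the AP-1 family 3 of 14 (JUNB, FOSB and FOS, adjusted p = 0.326) and colon epithelium genes 3 of 20 (KLF4, KRT20 and KLF5, adjusted p = 0.646). Neuron markers had 2 of 16 (SYT1 and MAP2), immune markers 2 of 16 (PRF1 and CD68), fibroblast markers 1 of 16 (SPARC) and hepatocyte markers 0 of 16, with adjusted p-values of 0.799, 0.799, 1 and 0.346. With random regions as the expectation, ribosomal proteins (5.10-fold), histones (8.29-fold) and olfactory receptors (0.203-fold) passed (permutation p = 0.002 for each, the smallest possible, and adjusted p = 0.0068), as did both lists chosen by the study. Placement was uniform along each chromosome, whereas 37% of shared regions lay up to 1 kb from a TSS. This null therefore expects few regions at genes with short surroundings (1.93 histone genes) and does not allow for a preference for promoters. Counting only regions within 10 kb of the TSS also ended the calls for YAP/TEAD targets and adhesion genes (adjusted exact p = 0.755 for both). In that setting WNT targets, control loci included (adjusted exact p = 0.00574), and MAPK feedback genes (0.00392) passed. Without replicate 2 the AP-1 family passed (adjusted exact p = 0.000373).

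**Figure D2:**
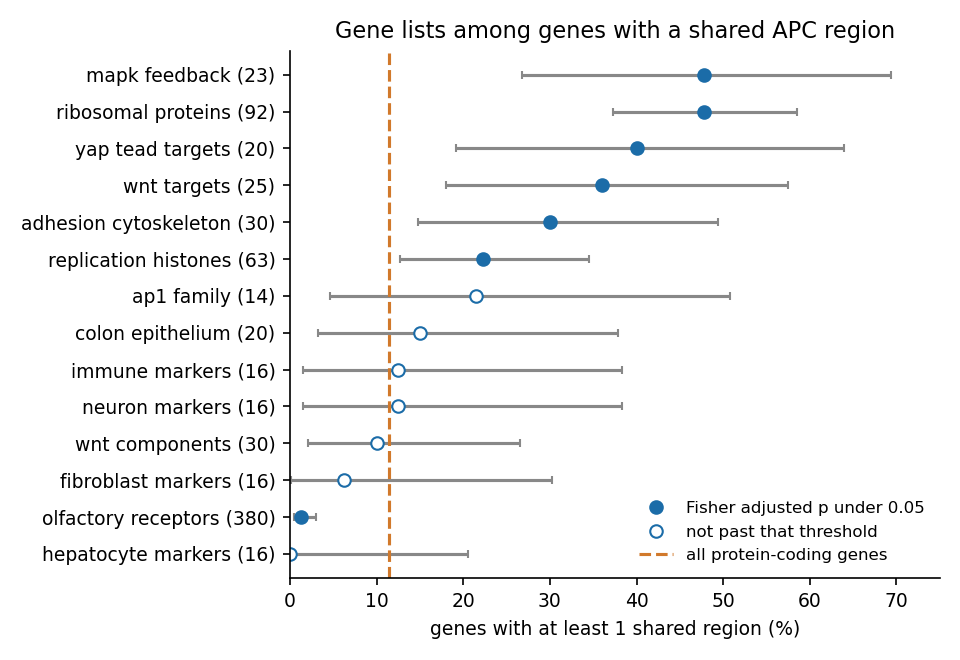
Percent of genes with at least 1 shared APC region (x axis) in each gene list not taken from the study, with the number of members in parentheses, exact 95% intervals as bars and filled points where the adjusted Fisher p was under 0.05. The dashed line marks all protein-coding genes, and MAPK feedback genes and ribosomal proteins lay highest.

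Some genes collected many regions. Most genes with a shared region had 1 (77.5%), and 76 genes had 5 or more. PCDH7, which encodes a protocadherin, had the most, with 36 regions, the widest in intron 1 (chromosome 4, 30841334 to 30842436). KRR1 followed with 16, LOC100507065 with 14, ERRFI1, which encodes an inhibitor of EGF receptor signaling, with 13, the pseudokinase gene TRIB1 with 13, and AREG, DLGAP1-AS2 and FAT1 with 12 each. Regions were assigned by nearest TSS, however far. The widest lay 119848 bp from the TSS at PCDH7, 131566 bp at LOC100507065, 254477 bp at TRIB1 and 80234 bp at AREG. Those of KRR1, ERRFI1 and FAT1 also lay over 50 kb away, whereas that of DLGAP1-AS2 lay in its promoter. By the nearest protein-coding TSS, 93 genes had at least 5 regions, against a mean of 35.5 for regions placed at random (permutation p = 0.001, the smallest possible). Among the wider 50% of the shared regions, 40 genes had 5 or more. By a rule set after the PCDH7 locus was seen (gaps of up to 20 kb and at least 5 regions), 56 clusters held 375 shared regions (9.41%), and the PCDH7 cluster held 22 in 110 kb.

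**Figure D3:**
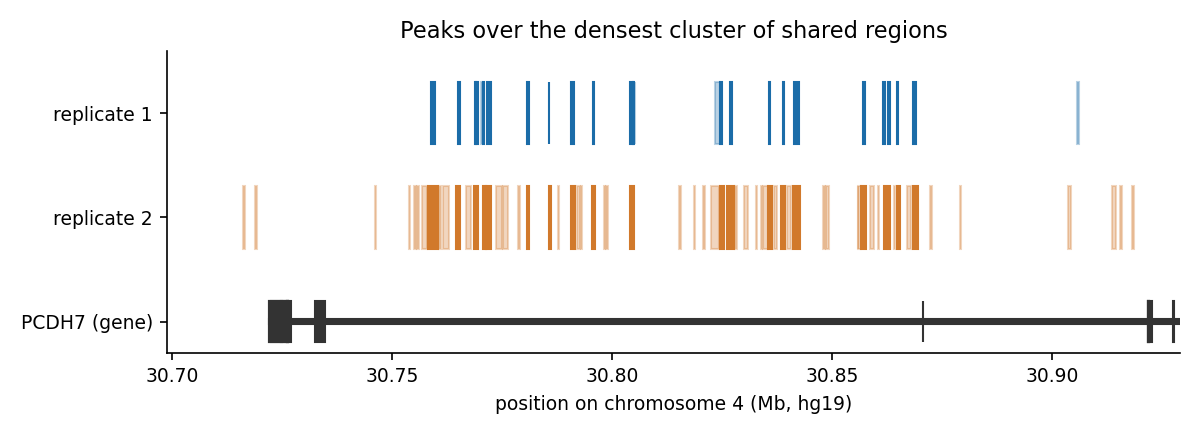
Map of chromosome 4 from 30698878 to 30928945 (hg19, x axis in Mb) with the peaks of replicate 1 (26, of which 22 were shared) and replicate 2 (63, of which 20 were shared) above the exons and introns of PCDH7. Shared peaks are drawn in full color and unshared peaks in pale color, and the shared peaks lie within the gene.

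All 6 motifs were more frequent in shared regions than in flanking DNA. AP-1, the dimer of FOS and JUN proteins, had a match in 32.9% of shared regions and 7.89% of flanks (odds ratio 5.71, 95% CI 5.14 to 6.36, adjusted p = 8.44e-251, Fisher's exact test). For TCF7L2 the shares were 33.4% and 28.4% (odds ratio 1.27, 95% CI 1.17 to 1.38, adjusted exact p = 1.76e-08), the smallest odds ratio of the 6. USF was matched in 20.2% against 4.90%, SP1 in 12.6% against 1.04%, EGR1 in 4.37% against 0.440% and NRF1 in 2.31% against 0.113%. The widest regions at AXIN2 and MALL each held 1 AP-1 and 1 TCF7L2 match, the DKK1 region held 2 of each, and the widest regions assigned to PHLDB2 and TSPAN5 each held 4 TCF7L2 matches and 0 AP-1 matches. The widest region at TOM1L2 held 0 matches of all 6 motifs, and those at KDM6B, MACROD1 and NCL held 0 AP-1 and 0 TCF7L2 matches. The region in PHLDB2 assigned to ABHD10 held 1 AP-1 match and 0 TCF7L2 matches. For each gene only the widest assigned region was read, so these counts leave out the other shared regions of the same genes. The study listed peaks with an AP-1 motif at PHLDB2, TSPAN5 and TOM1L2. The mean GC content was 53.1% in shared regions and 44.3% in flanks. With flanks chosen within 25 kb for the closest GC content (49.3%, so that the difference was reduced but not removed) the odds ratio fell to 5.53 for SP1 from 13.7 and to 6.45 for EGR1 from 10.3. With such flanks and central windows of 200 bp, a setting added after the data were seen, it was 9.94 for AP-1, 2.44 for TCF7L2, 6.99 for SP1, 4.84 for EGR1 and 51.6 for NRF1 (lower 95% bound 8.85, from 0.0251% of flanks), and against shuffled sequences it was 2.05 for EGR1 and 6.25 for NRF1.

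In the top 500 regions, AP-1 was matched in 51.3% and TCF7L2 in 57.3%, against 13.2% and 47.5% of their flanks (adjusted exact p = 1.42e-53 and 0.000367). USF was matched in 22.6%, SP1 in 12%, EGR1 in 4.41% and NRF1 in 2.81% of the top 500. A direct comparison with the rest, chosen after the data were seen, gave an odds ratio of 2.43 for AP-1 and 3.14 for TCF7L2 over whole regions. The top 500 were wider, and in central windows of 200 bp the AP-1 difference was lost (25.2% against 24.4%, adjusted exact p = 1), that of TCF7L2 was smaller (27.4% against 21.1%, odds ratio 1.41, adjusted p = 0.0106) and USF was less frequent in the top 500 (10.6% against 15.1%, adjusted p = 0.0198). The top 500 also lay farther from genes. In such windows of regions over 5 kb from a TSS, no TCF7L2 difference was detected (32.8% against 33.4%, odds ratio 0.972, exact p = 0.855). AP-1 was less frequent there in the top 500 (31.1% against 39.5%, odds ratio 0.692, adjusted exact p = 0.00773). A window of 200 bp leaves out more of a wide peak. Over 5 kb from a TSS, AP-1 matches 100 to 200 bp from the centre numbered 11.9 and 11.2 per 100 regions (both sides). At 400 to 500 bp they numbered 2.89 and 2.48. Sites missed in wide regions could lower the share, so these windows do not decide whether AP-1 sites differ between the top 500 and the rest.

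Motifs differed between promoter and distant regions, in a comparison chosen after the data were seen. In central windows of 200 bp, AP-1 was matched in 38.1% of 2216 regions over 5 kb from a TSS and in 3.80% of 1475 regions up to 1 kb from one (odds ratio 15.6, 95% CI 11.8 to 21.1, adjusted p = 7.94e-149, Fisher's exact test). TCF7L2 was matched in 33.3% and 5.36% (odds ratio 8.82). The order was the opposite for USF, with 6.59% of distant and 25.4% of promoter regions, and for SP1, with 1.53% and 17.3%. Near a TSS, the difference between AP-1 in regions and in flanks did not pass the threshold (odds ratio 1.36, exact p = 0.0827), and TCF7L2 lay below flanks (odds ratio 0.402) while no difference was detected against flanks closer in GC content (odds ratio 1.09, exact p = 0.677), which still held 56.8% GC against 65.0% in the regions.

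**Figure D4:**
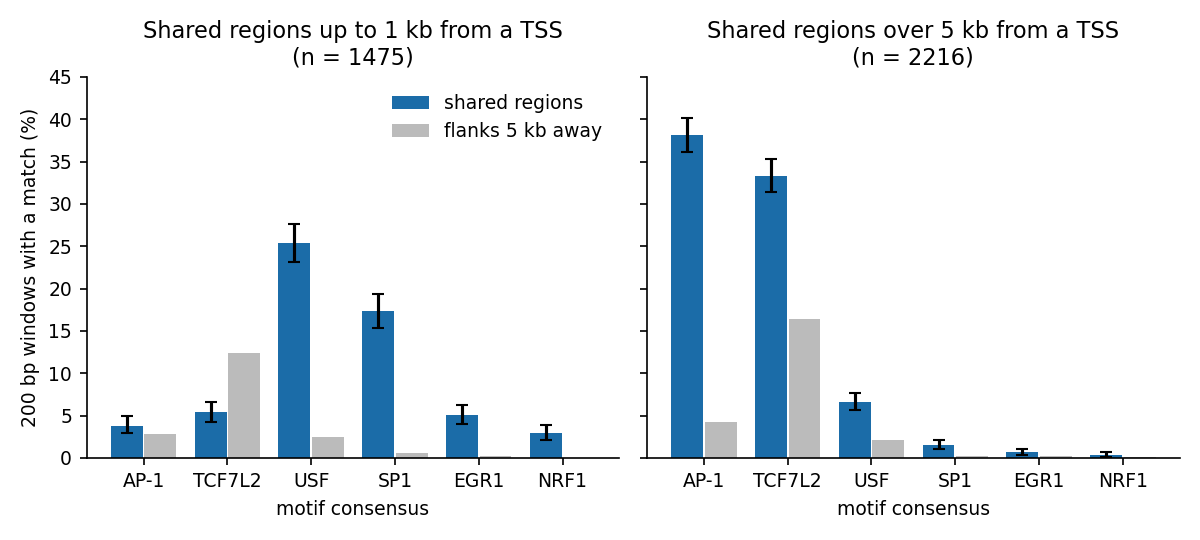
Percent of central 200 bp windows with a motif match (y axis) for 6 motifs (x axis) in shared regions and in flanks 5 kb away, for regions up to 1 kb (left) and over 5 kb (right) from a TSS, with exact 95% intervals as bars on the shared regions. AP-1 reached 38.1% and TCF7L2 33.3% in distant regions, and USF 25.4% and SP1 17.3% near a TSS.

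Peak density differed between chromosomes. Chromosome 17 had the highest density of shared regions (3.26 per Mb), followed by 19 (2.86) and 12 (1.94), while X had 0.419 per Mb and Y had 0. Over 24 chromosomes, peaks per Mb in the replicates were correlated (Pearson's r = 0.923, Spearman's rho = 0.921, permutation p = 1e-05 for both, the smallest possible). Without chromosomes 17 and 19, r was 0.899.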

Values the study reported

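The study reported 3985 regions enriched in both replicates, which it assigned to 2886 genes. Among all of these regions, it gave the share with an AP-1 motif as 22.6% and the share with a TCF7L2 motif as 27.0%. For the SP1 motif it gave 16.1%, for USF1/2 15.0%, for NRF1 4.0% and for EGR-1 3.6%. In its subset of 500 regions, the TCF7L2 motif reached 61.8% and the AP-1 motif 46.8%. That subset was chosen by the p-value of enrichment, unlike the top 500 here, which were ranked by width.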

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

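The tests on the wider 50% of peaks or regions, without satellites, by random regions, by 1 bp overlap for gene lists, of WNT targets without the control loci and of the top 500 against the rest for motifs were chosen after results had been seen. Of 289 alternative values, 241 kept their direction and their side of the threshold or, where there was no test, stayed within 1.5 times for a count and within the 95% interval for a share. Of the others, 11 fell below the threshold, 7 passed it, 16 changed direction and 14 moved. The excess over flanks of all 6 motifs, the excess of sharing over chance and the lower TSS share of the top 500 kept their side under every alternative run. The shared number was 2657 under 100 bp, 3559 under 200 bp, 4185 under 1000 bp, 2791 with a reciprocal overlap of 50% and 2157 in the wider 50%, where fewer peaks were compared. The share of shared regions near a TSS was 37% within 1 kb, 49.5% within 10 kb and 39.4% in the wider 50%, and 37.7 to 45.2% over single replicates. Against peaks of replicate 1 alone the p of the TSS share was 0.0208 within 10 kb and 7.62e-07 without satellites. In the wider 50% it was 0.259 against peaks of replicate 2 alone and 0.738 between replicates. The intron share of the top 1000 gave an exact p = 0.00312. Genes with 5 or more regions numbered 40 in the wider 50%. Adjusted p-values of the gene lists moved as follows. Random regions left 5 lists past the threshold and gave 0.177 for WNT targets, 0.0623 for MAPK feedback, 0.198 for YAP/TEAD targets, 0.106 for adhesion genes, 1 for colon epithelium and 0.283 for neuron markers. Regions within 10 kb gave 0.755 for YAP/TEAD targets, adhesion genes and neuron markers, 0.677 for colon epithelium and 1 for immune markers. Regions within 50 kb gave 0.0767 for YAP/TEAD targets, 0.0506 for adhesion genes and 1 for WNT components and neuron markers. The wider 50% gave 0.0346 for control loci and 1 for colon epithelium, and an overlap of 1 bp gave 0.00939 for control loci. Leaving out a replicate gave 0.0272 to 0.05003 for control loci, 0.333 to 0.714 for WNT components, 0.000373 to 0.0766 for the AP-1 family, 0.449 to 1 for colon epithelium, 0.624 to 0.747 for neuron markers and 0.624 to 0.747 for immune markers. In windows of 200 bp the top 500 against the rest gave an adjusted exact p = 1 for AP-1, NRF1 and EGR1 and 0.0198 for USF, windows that hold fewer chance matches than wide peaks. Such windows also leave out a larger part of a wide peak. Where no construction shows it, the cause was not tested. Alternatives that needed a p-value or fold enrichment were not run. These were the stricter p, the strongest 50% by p, the fold measure and the fold ranking. No paired analysis was possible because the input libraries had no values here. Depth was unknown, and its effect on narrow peaks was not tested.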

Other observations

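The tests of motif pairs, of motifs between the sets of peaks found in 1 replicate and between regions in and outside clusters, of satellite peaks and of the density beside clusters were chosen after results had been seen, while the tests of AP-1 against flanks in peaks found in 1 replicate and in clusters, and of overlap, were set before their values were seen. AP-1 and TCF7L2 matches occurred together in 652 shared regions over whole peaks, against 437 expected from their separate shares (odds ratio 2.92, 95% CI 2.53 to 3.36, Fisher's exact test). In central windows of 200 bp, 314 regions held both, against 213 expected (odds ratio 2.09). Both motifs were more frequent far from a TSS, and among the 2216 regions over 5 kb from one, 284 held both in 200 bp, against 281 expected (odds ratio 1.02, 95% CI 0.849 to 1.23, exact p = 0.817). Over whole peaks in these distant regions the odds ratio was 1.39 (95% CI 1.18 to 1.65, exact p = 0.000109), where width varied between regions. Among the 1475 regions up to 1 kb from a TSS, 11 held both in 200 bp, more than expected from the separate shares (odds ratio 4.85, 95% CI 2.16 to 10.1, adjusted exact p = 0.000174).

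Peaks of replicate 1 alone and of replicate 2 alone differed in the frequency of some motifs outside satellites. AP-1 was matched in the central 200 bp of 11.2% of the former and 21.0% of the latter (odds ratio 0.475, adjusted p = 9.33e-22, Fisher's exact test). SP1 was matched in 8.17% and 4.29% (odds ratio 1.99), and EGR1 in 3.77% and 1.10% (odds ratio 3.54), while no difference was detected for USF (exact p = 0.266). Among such peaks over 5 kb from a TSS, AP-1 was matched in 17.9% and 28.5% (odds ratio 0.549), SP1 in 1.78% and 0.720% and EGR1 in 0.892% and 0.227% (odds ratio 3.95, adjusted exact p = 0.0171 for the latter 2 motifs). Among shared regions over 5 kb from a TSS, AP-1 was matched in the central 200 bp of 27.9% of those in clusters and of 39.7% of those outside clusters (odds ratio 0.588, adjusted exact p = 0.000625). Such windows leave out more of a wide peak. Clusters at non-coding RNA genes included those at MIR100HG with 17 regions and at DLGAP1-AS2 with 9, both singled out after their values were seen. NRF1 was matched in 2.31% of shared regions here. That is lower than the value quoted from the study above. The SP1 share was also lower here, and the shares of AP-1, TCF7L2, USF and EGR1 were higher.

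Peaks found in 1 replicate numbered 2279 and 4574. Were they background at random positions, AP-1 matches outside satellites would be no more frequent than 5 kb away, but the odds ratios were 4.61 in replicate 1 (lower 95% bound 3.63) and 7.28 in replicate 2 (lower bound 6.32), which argues against that explanation for each set as a whole. The distance rule between centres accounts for few of them, since 2.74% of the 6853 overlapped a peak of the other replicate. Background in open chromatin, which can carry AP-1 sites too, a background part of either set, and a difference in depth or date between replicates stay open and were not tested. The design holds no group that differs between the replicates, so no biological explanation was tested.

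Satellite peaks were seldom shared, although 71.1% of the 700 had a satellite peak of the other replicate within 100 kb and 3.14% had one within 400 bp. These values are what reads placed at random among copies of a repeat may give. The share of satellite peaks that came from replicate 1 also differed between chromosomes (permutation p = 0.0001, the smallest possible), as on Y with 61 in replicate 1 and 18 in replicate 2 and on chromosome 7 with 5 and 77, which is what a difference between replicates in the enriched arrays may give. The permutation treated single satellite peaks as independent, although several can lie in the same array, so its p may be too small. Both explanations remain possible and were not told apart. No biological explanation was tested.

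Dense clusters of shared regions could reflect extra DNA copies of these loci in HCT-116. AP-1 matches were more frequent in clustered regions than 5 kb away (odds ratio 6.64, lower 95% bound 4.31), which had been set beforehand as evidence against extra copies, but true sites on extra copies would carry the motif as well, and the peaks were called against input, so that value does not decide. Shared regions within 1 Mb beside the clusters lay at 4.48 per Mb, against 1.29 over the genome (3.48-fold, 95% CI 2.86 to 4.15), although 6 of the 56 clusters had flanks at or below the genome value. Some clusters lay within 1 Mb of each other, as at PCDH7, and were counted in each other's flanks, which raises the ratio. The interval treats clusters as independent and may be too narrow. Extra copies and a true excess of sites over wide domains cannot be told apart without values of the input libraries, which were not analysed here. No biological explanation was tested.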
